A study of Mus musculus with 9 samples.

How the data were processed

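The study deposited 1 table of gene values for 9 libraries of ribosome-bound RNA, 3 each from brown (BAT), inguinal white (iWAT) and epididymal white (eWAT) adipose tissue of mice aged 8 weeks. Per the labels, ribosomes were purified with an anti-GFP antibody, ribosomal RNA was depleted, single-end libraries were sequenced on a NextSeq 500, and reads were processed with TopHat and Cufflinks (no versions given) against mouse genome build mm9. The values are FPKM as deposited by the authors, made by Cufflinks from the mapped reads; the table's header names no unit, and the labels' naming of Cufflinks and the fractional values with unequal column sums are the grounds for reading them as FPKM. Annotation, filters and strand settings are not stated. Gene coordinates were taken from GENCODE vM1 on the same assembly.

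Every column was matched to 1 library, and groups followed the titles. The table held 22996 lines for 22527 symbols. For the 259 symbols on more than 1 line (728 lines), the line with the highest mean was kept. The labels do not say whether replicates are separate animals or whether a number marks 1 animal. The fit reported was fixed without a block, and p-values measure the spread between these samples. Deviations from the group mean correlated at 0.634, 0.534 and 0.165 between iWAT and eWAT libraries of the same number and at -0.576 to 0.228 between those of different numbers. By the rule that each same-number correlation lie over 0.1, the numbers pair these 2 depots, a pairing that comes from the values and not from the labels, and number 1 is also the deepest library of both.

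Read totals are not given. Depth was estimated from genes with a single transcript of at least 1000 bases, whose low FPKM values fall on steps of 1, 2 or 3 reads, with a length offset of 200 bases. On simulated values the largest error of this estimate was 0.4%, but real values were less regular: 46.5% to 62.1% of those used lay within 0.15 of a whole number of reads. Other length offsets moved the estimates, BAT 2 between 19.5 and 22.1 M and iWAT 3 between 2.66 and 3.10 M, and left the deep libraries at 10.2 M or more and the shallow ones at 4.84 M or less. The estimates ran from 2.92 to 21.4 M reads, and that of eWAT 1 was the least sharply determined. Between 9018 and 9958 genes per library reached 1 FPKM, and Fabp4 was the highest gene in each, with 3.18% to 9.3% of the sum.

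Values were analysed as log2(FPKM + 1) in R 4.3.3 with limma 3.58.1 (empirical Bayes moderation with an intensity trend). All 9 libraries entered 1 fit with 3 group means and 6 residual degrees of freedom, and each pair of depots was taken as a contrast. Genes with at least 1 FPKM in at least 3 libraries were tested (10374), with Benjamini-Hochberg adjustment and calls at an adjusted p of 0.05. A gene was counted as enriched in a depot when it was called higher there than in both other depots, beside the overlap of independent lists and that of 20 simulations of unchanged groups. Recovery of log2 changes of 1, 2, 3 and 4 was measured on simulated data with 50 genes changed at each step. It was 26%, 76%, 92% and 94% for BAT against iWAT (7.1% of calls false). It was 24%, 80%, 94% and 94% for BAT against eWAT (4.58%), and 26%, 74%, 88% and 96% for iWAT against eWAT (6.58%). Only 200 of 10374 genes were changed there, while 5961 and 3492 were called in the real comparisons with BAT. These rates therefore need not hold for those comparisons.

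Lists of pathway genes and cell type markers were fixed before the data were examined, as were the groups, tests, filter and the rule for named genes. Lists with at least 3 tested genes (36) were tested with limma's camera at its preset correlation of 0.01, again with an estimated correlation, and with fry. The markers of T and NK cells, of B cells and of epididymis and testis had fewer tested genes, and no gene of the mitochondrial genome was in the table. Named genes were, per comparison, the 8 largest changes each way among called genes whose groups did not overlap and whose higher mean was at least 5 FPKM, a fixed set of core genes, and up to 4 called members of each list with the largest changes. Small RNAs and unnamed gene models were not named. Genes named outside this rule are said to be so.

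The alternatives were a pseudocount of 0.1, no filter, a filter at a mean of 5 FPKM, median-ratio scaling, quantile normalization, each pair of depots fitted alone, array weights, the replicate number as a block, a 2-fold minimum, and each library left out in turn. The test planned for counts did not apply, since the table holds no counts. After the data were seen, 2 alternatives were added. A subtraction removed a background shared by all libraries, in proportion to the median level of the epithelial list in each. For each gene it took the largest such background that leaves no value negative. The library lowest against its own level is thereby left with no signal. The other was a fit without eWAT 2 and 3. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 served for tables and figures.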

Results

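Ribosome-bound mRNA was profiled in 3 adipose depots of adult C57BL/6 mice aged 8 weeks: brown adipose tissue (BAT), inguinal white adipose tissue (iWAT, a subcutaneous depot) and epididymal white adipose tissue (eWAT, a visceral depot). The labels describe a pull-down with an antibody against GFP and list the mice as wild type, without saying which cells carried a GFP tag. Each depot had 3 libraries, 9 in all, with 1 FPKM value (fragments per kilobase of transcript, scaled to the mapped reads of the library) per gene and library. The table carries no read totals, and depth was estimated from the size of single-read steps among low values. The estimates were 11.1, 21.4 and 14.8 M reads for BAT 1 to 3, 4.66, 3.48 and 2.92 M for iWAT 1 to 3, and 16.1, 4.46 and 4.64 M for eWAT 1 to 3. All 3 BAT libraries and eWAT 1 were therefore above 10 M reads, and the 5 others were below 5 M. Pearson correlations of log2(FPKM + 1) were 0.991 to 0.992 within BAT, 0.944 to 0.97 within iWAT and 0.969 to 0.983 within eWAT, against 0.857 to 0.976 between depots, all across genes. The library iWAT 1 lay nearer to eWAT than to its own group: it correlated at 0.968, 0.976 and 0.976 with eWAT 1 to 3 and at 0.944 and 0.96 with iWAT 2 and 3, and on the first principal component it stood at 26.2, with iWAT 2 and 3 at 74.1 and 66.4 and eWAT at 4.63 to 37.9.

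The title and source of the library called BAT 3 name brown fat, while its tissue field names inguinal fat. Uncoupling protein Ucp1, the proton carrier that marks brown adipocytes, was 2626, 2434 and 3054 FPKM in BAT 1, 2 and 3, and between 0.630 and 3.38 FPKM in the 6 white libraries. BAT 3 was kept in BAT, as its title states.

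BAT was first compared with iWAT, to ask which ribosome-bound transcripts set a thermogenic depot apart from a subcutaneous white one. Transcripts of heat production and of fatty acid oxidation were far higher in BAT. Ucp1 (chromosome 8, 85814247 to 85822355, protein-coding, build mm9) stood at 2704 ± 317 FPKM in BAT against 2.90 ± 0.58 in iWAT (SD, n = 3), a log2 difference of 9.44 (SE 0.34, limma adjusted p = 3.2e-07). The fatty acid binding protein Fabp3 (chromosome 4, 129985839 to 129992707) was at 1185 ± 77.7 against 5.08 ± 2.43 FPKM. The cytochrome oxidase subunit Cox7a1 (chromosome 7, 30969190 to 30971047) was at 5082 ± 720 against 34.3 ± 18.2 FPKM. The lipid droplet protein Cidea (chromosome 18, 67503218 to 67527448) was at 4407 ± 296 against 71.7 ± 47.3 FPKM. Abi3, with a log2 difference of 6.00 (SE 0.23), and Suclg1, a subunit of succinyl-CoA ligase with 5.87 (SE 0.47), were also among the 8 largest. The remaining pair held a library listed at 0: Slc27a2, an acyl-CoA synthetase, was at 84.3, 211 and 87.0 FPKM in BAT and at 0.205, 0.136 and 0 in iWAT, and S100b was at 122, 153 and 145 against 1.95, 1.11 and 0. A listed 0 may be a missing estimate, and without counts this cannot be told from a low value. Nme3, named outside the rule, was at 0 in eWAT 3 and at 31.1 to 86.4 FPKM in the other libraries. Hdhd2, likewise, was at 0 in eWAT 1 and at 12.4 to 58.9 elsewhere. For Slc27a2 and S100b the iWAT values above 0 were low as well.

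Of the 28 tested genes of the brown thermogenic list, 25 were higher in BAT than in iWAT and none was lower (camera adjusted p = 3.04e-11, preset correlation, and adjusted p = 0.123 with an estimated correlation). They included the thyroid hormone deiodinase Dio2 (46.7 ± 43.1 against 0.446 ± 0.452 FPKM), the potassium channel Kcnk3 (114 ± 8.84 against 6.84 ± 1.91) and the transcription factor Ebf2 (5.37 ± 0.79 against 0.379 ± 0.184). Elovl3, an elongase of very long fatty acids, was at 25.1, 41.7 and 18.8 FPKM in BAT and was listed at 0 in all 6 white libraries, with the uncertainty of a listed 0. Ppargc1a, a coactivator of mitochondrial genes, was at 7.75 ± 6.38 in BAT and 6.98 ± 2.64 FPKM in iWAT (adjusted p = 0.958). Zic1 was at 3.07 ± 0.47 and 6.77 ± 3.11 FPKM (adjusted p = 0.147). Prdm16 was at 1.39 ± 0.42 against 0.659 ± 0.164 FPKM (adjusted p = 0.0413). Its call was lost with median-ratio scaling, with the replicate number as a block (adjusted p = 0.0597) and without iWAT 2, iWAT 3 or eWAT 2.

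Nuclear-encoded mitochondrial genes were higher in BAT than in iWAT over most of each list. All 37 complex I subunits were higher, Ndufa10 by 3.97 and Ndufs8 by 3.61 log2 units. Of 27 subunits of complexes II to IV, 26 were higher and 1 was lower, with Cycs (cytochrome c) at 4.23 and Uqcrc1 at 3.70. The ATP synthase list had 13 of 16 higher and 2 lower, the TCA cycle list 20 of 22 higher, and fatty acid oxidation 25 of 26 higher and 1 lower. Among these, Etfdh differed by 5.05, the thiolase Acaa2 by 4.89 and the carnitine palmitoyltransferase Cpt1b by 4.56. The mitochondrial ribosome list had 38 of 41 members higher (41 adjusted over the list alone), led by Mrpl34 at 4.29, and branched-chain amino acid catabolism had 17 of 19 higher. Camera adjusted p for these 7 lists ran from 1.78e-12 for complex I to 0.00195 for ATP synthase, and with an estimated correlation their adjusted p lay between 0.443 and 0.55.

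Lists of lipid and glucose genes had more members higher than lower in BAT. De novo lipogenesis had 10 of 20 members higher and none lower (camera adjusted p = 0.00495, and adjusted p = 0.578 with an estimated correlation), with the acyltransferase Agpat2 at 5.23 and the diacylglycerol acyltransferase Dgat2 at 2.81 log2 units. Glycolysis and glucose uptake had 14 of 19 higher and 3 lower (adjusted p = 0.00495, and 0.443 with the estimated correlation), with Ldhb at 4.14 and Pfkl at 3.21. Lipolysis and beta-adrenergic signalling had 13 of 21 higher and 1 lower (adjusted p = 0.0112, and 0.534 likewise), with the receptor Adrb1 at 3.16 and the lipase Pnpla2 at 2.84 against the adenylate cyclase Adcy5 at -2.88. Peroxisome genes (17 of 26 higher, 1 lower, adjusted p = 0.00152) and pan-adipocyte genes (19 of 29 higher, 2 lower, adjusted p = 0.0112) followed. With an estimated correlation these last 2 lists had adjusted p = 0.534 and 0.627. Adipoq, which encodes adiponectin, was at 944 ± 169 FPKM in BAT and 1132 ± 912 in iWAT (adjusted p = 0.96).

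White adipocyte transcripts were lower in BAT than in iWAT. Of 18 tested members of that list, 13 were lower and none was higher (camera adjusted p = 1.97e-06, and adjusted p = 0.443 with an estimated correlation). Neuronatin, Nnat (chromosome 2, 157385814 to 157388258), was at 14.97 ± 18.3 FPKM in BAT against 980 ± 748 in iWAT (log2 difference -6.23, SE 0.78). Resistin, Retn, was at 164 ± 64.3 against 2644 ± 1120 FPKM, leptin, Lep, at 2.84 ± 1.34 against 50.5 ± 23.0, and the amino acid transporter Slc7a10 at 3.21 ± 2.28 against 50.2 ± 19.2. Extracellular matrix genes were lower in 15 of 24 (adjusted p = 1.18e-05), such as Col15a1 at -2.80, and stromal progenitor markers in 4 of 6 (adjusted p = 0.00382), such as Dpt at -5.02. Both had an adjusted p = 0.443 with an estimated correlation. Hox genes, which mark position along the body, went both ways, with 7 of 22 higher and 7 lower in BAT (camera adjusted p = 0.227). Hoxa5 (4.03) and Hoxa4 (3.04) were higher in BAT, and Hoxc10 (-3.10) and Hoxc9 (-2.85) were lower. Developmental transcription factors were lower in 15 of 23 and higher in 3 (adjusted p = 0.000296, and 0.443 as adjusted p with an estimated correlation), En1 by -2.42 and Irx3 by -2.36. In eWAT 1, a deep library, Hoxc10, En1 and Irx3 were at 2.58, 3.07 and 8.17 FPKM, near their BAT means of 2.48, 3.84 and 6.29. In eWAT 2 they were at 15.8, 13.6 and 27.4 FPKM and in eWAT 3 at 15.3, 17.1 and 24.9, so they follow depth as well as depot. Hoxc9 was at 10.3 FPKM in eWAT 1, against a BAT mean of 0.368.

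Markers of other cell types moved with these groups. Of 6 tested epithelial and skin markers, 5 were lower in BAT than in iWAT and 1 was higher, with a median log2 difference of -2.92 (camera adjusted p = 0.00893, and adjusted p = 0.443 with an estimated correlation). The basal keratin Krt5 was at 15.3 ± 4.81 FPKM in BAT, 128 ± 60.0 in iWAT and 65.4 ± 31.5 in eWAT, and within each depot its lowest value was in the library of greatest estimated depth. The medians of the extracellular matrix (-1.16), developmental factor (-1.06) and white adipocyte (-1.56) lists were smaller than this. Skeletal muscle markers were lower in BAT in 13 of 15 and higher in 1 (adjusted p = 4.12e-06, and adjusted p = 0.453 with an estimated correlation), and they supplied most of the largest falls. Troponin Tnnc2 was at 0.784 ± 0.327 in BAT and 160 ± 131 FPKM in iWAT, Tnni2 at 0.214 ± 0.130 and 67.8 ± 47.2, and creatine kinase Ckm at 0.097 ± 0.027 and 52.9 ± 36.3. Parvalbumin, Pvalb, was at 556, 959 and 576 FPKM in iWAT and at 0, 0 and 0.084 in BAT, and Tnnt3 at 150, 30.5 and 55.3 against 0.362, 0.218 and 0. Tropomyosin Tpm1 was at 358, 752 and 588 in iWAT and at 0, 0 and 102 in BAT. The 0s beside 102 may be missing estimates, so that the fall of Tpm1 is uncertain. The ribosomal protein gene Rpl34, which has near-identical pseudogene copies and is therefore uncertain, was at 14.6 ± 3.33 in BAT and 1256 ± 516 FPKM in iWAT.

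Heat shock and unfolded protein genes (9 of 20 lower, 3 higher, adjusted p = 0.0333), interferon response genes (9 of 12 lower, 1 higher, adjusted p = 0.00635) and mesothelial markers (3 of 4 lower, adjusted p = 0.0314) were lower in BAT by smaller amounts, with the epithelial median of -2.92 beside them. With an estimated correlation their adjusted p was 0.474, 0.534 and 0.443. The chaperone Hspa1a differed by -2.76 and the peptide transporter Tap1 by -1.43. The heat shock list lost its call without BAT 1 and the mesothelial list without iWAT 1 and with quantile normalization.

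In total, 5961 of 10374 tested genes differed between BAT and iWAT in limma at an adjusted p under 0.05, 3583 higher in BAT and 2378 higher in iWAT, and 4417 of them at least 2-fold. The 2 groups did not overlap for 65.7% of tested genes, where chance gives 10%. The median of all tested genes lay 0.23 log2 units higher in BAT, so each difference stands against that shift. Median-ratio scaling removed most of it (median 0.04) and gave 3008 higher and 2913 lower, and quantile normalization gave 2936 and 2851. Without BAT 2 there were 2711 higher and 1578 lower. Every BAT library was deeper than every iWAT library, so depth and depot run together in this comparison. All 22 lists called by camera also passed fry, which does not set a list against other genes (largest adjusted p = 0.047). Subtraction of a background shared by all libraries, sized in each library by the median level of the epithelial list, was an alternative added after the data were seen. In each gene it leaves the library lowest against its level with no signal. This adds spread within a group, so an ended call need not mean a smaller difference. By its construction the subtraction raises BAT (median of all genes 1.49). It gave 4548 higher and 459 lower and kept 3001 of the 3583 and 422 of the 2378. Of the genes lower in BAT, it kept 6 of 13 in the white adipocyte list, 7 of 15 each in the extracellular matrix and developmental lists, 6 of 7 Hox genes, 3 of 4 stromal, 2 of 3 mesothelial and 12 of 13 muscle markers, and none of 9 each in the heat shock and interferon lists. Retn, Irx3, Hspa1a, Tap1 and Prdm16 were no longer called. Of 22 list calls 11 were kept: those of both respiratory lists, ATP synthase, mitochondrial ribosome, branched-chain amino acids, lipogenesis, glycolysis, lipolysis, peroxisome, pan-adipocyte and heat shock genes ended, each with a median above 0.

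**Figure D1:**
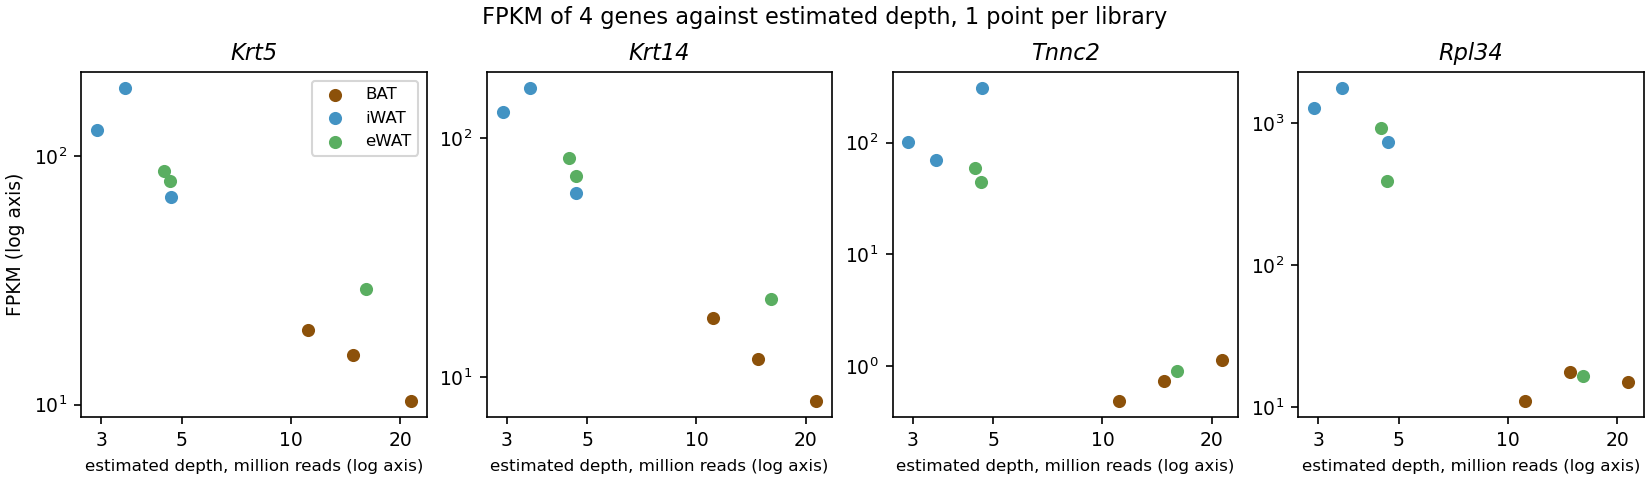
FPKM of 4 genes against the estimated depth of each library (log axes, 1 point per library), for the keratins Krt5 and Krt14, the troponin Tnnc2 and the ribosomal protein gene Rpl34. The 4 libraries above 10 M reads (BAT 1 to 3 and eWAT 1) hold the lowest values of each of the 4 genes, with Krt5 at 10.3 to 29.3 FPKM there and at 68.3 to 188 FPKM in the 5 others.

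**Figure D2:**
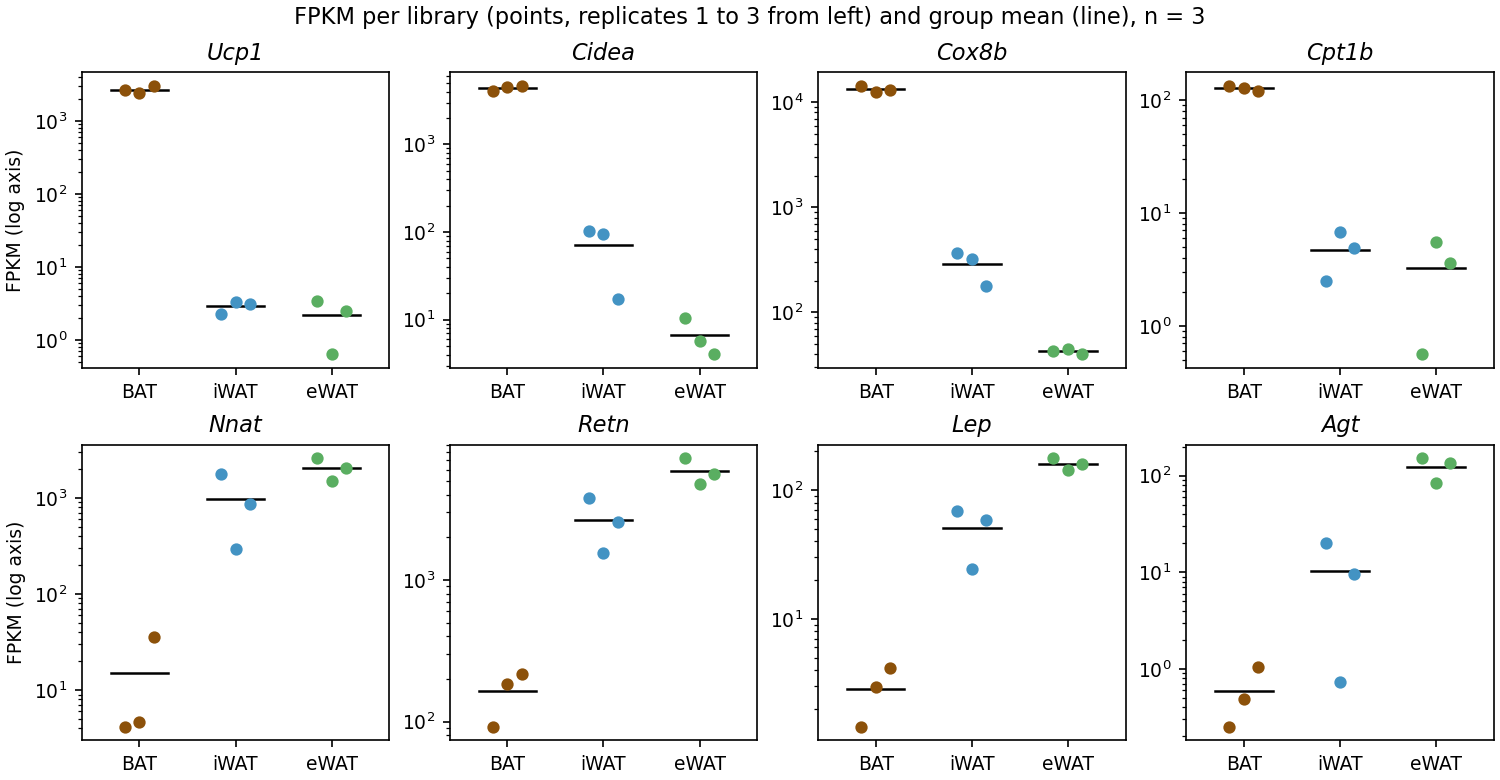
FPKM of 8 genes (log axes) in each library of BAT, iWAT and eWAT, with points for replicates 1 to 3 and a line for the mean of the group (n = 3). Ucp1 lies at 2434 to 3054 FPKM in BAT and at most at 3.38 FPKM in a white library, while Nnat, Retn, Lep and Agt have their highest means in eWAT.

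BAT was next compared with eWAT, the visceral white depot. Ucp1 was at 2704 ± 317 against 2.17 ± 1.40 FPKM (SD, n = 3), a log2 difference of 9.85 (SE 0.34, limma adjusted p = 1.01e-07). Cidea stood at 4407 ± 296 against 6.75 ± 3.35 FPKM, Cox7a1 at 5082 ± 720 against 16.4 ± 7.8, and the cytochrome oxidase subunit Cox8b (chromosome 7, 148084842 to 148086345) at 13280 ± 953 against 42.7 ± 2.67. Fabp3 differed by 8.10, Abi3 by 6.60 and S100b by 6.50 log2 units, and Slc27a2 was at 0.670, 0 and 0.311 FPKM in eWAT. Of 28 brown thermogenic genes, 24 were higher in BAT and 1 was lower (camera adjusted p = 1.11e-17). This was the one list whose call held with an estimated correlation (adjusted p = 0.0364).

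The same mitochondrial lists were higher in BAT than in eWAT. Complex I had 36 of 37 members higher, complexes II to IV 26 of 27, the TCA cycle 21 of 22, fatty acid oxidation 24 of 26 with 1 lower, and the mitochondrial ribosome 28 of 41. ATP synthase had 12 of 16 higher and 3 lower, the largest fall being Atp5g1, a gene of the membrane ring, at -3.21. Branched-chain amino acid catabolism had 13 of 19 higher and 1 lower. Cpt1b differed by 5.16, Suclg1 by 4.75, Acaa2 by 4.47 and Sucla2 by 4.08. Camera adjusted p for these 7 lists ran from 9.55e-17 to 0.00269, and with an estimated correlation their adjusted p lay between 0.314 and 0.56. Glycolysis and glucose uptake (12 of 19 higher, adjusted p = 3.85e-05), de novo lipogenesis (9 of 20, adjusted p = 0.00318) and peroxisome genes (13 of 26 higher, 2 lower, adjusted p = 0.00555) also passed, with an adjusted p of 0.314, 0.56 and 0.565 with an estimated correlation. Eno1 differed by 4.74, Elovl6 by 3.81 and Agpat2 by 3.52. Lipolysis and beta-adrenergic signalling had 8 of 21 higher and 2 lower (adjusted p = 0.0381, and adjusted p = 0.57 with an estimated correlation), a call lost with quantile normalization and without iWAT 2 or eWAT 2. Plin1 was at 429 ± 27.2 and 403 ± 91.2 FPKM (adjusted p = 0.845) and Pparg at 110 ± 26.8 and 84.0 ± 21.4 (adjusted p = 0.366).

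All 18 tested white adipocyte genes were lower in BAT than in eWAT (camera adjusted p = 1.3e-12, and adjusted p = 0.314 with an estimated correlation). Nnat was at 14.97 ± 18.3 FPKM in BAT against 2060 ± 551 in eWAT (log2 difference -7.62, SE 0.78). Angiotensinogen, Agt (chromosome 8, 127080434 to 127093606), was at 0.596 ± 0.413 against 124 ± 35.4, Retn at 164 ± 64.3 against 5877 ± 1290, and Lep at 2.84 ± 1.34 against 160 ± 16.9. The metalloproteinase inhibitor Timp4 was at 2.11 ± 0.86 against 325 ± 57.2 FPKM, the caveolar protein gene Prkcdbp at 6.16 ± 4.05 against 473 ± 26.6, annexin Anxa1 at 0.934 ± 0.579 against 129 ± 3.81, and Sncg at 6.94 ± 4.78 against 474 ± 124. Extracellular matrix genes were lower in 17 of 24 (18 adjusted over the list alone, camera adjusted p = 1.09e-08), with Dcn at -4.14, Nid1 at -3.75 and Col15a1 at -3.55, and stromal progenitor markers in 3 of 6 (adjusted p = 0.00676). Both had an adjusted p = 0.314 with an estimated correlation. Hoxc8 (-3.23) and Hoxc9 (-2.79) were lower in BAT and Hoxa4 (2.62) was higher, among 8 lower and 4 higher of 22 Hox genes (adjusted p = 0.0499, and adjusted p = 0.56 with an estimated correlation). Leaving out any one of the 6 white libraries ended that list's call, as did quantile normalization and the replicate number as a block (camera adjusted p = 0.0585). Adipoq was at 944 ± 169 against 2499 ± 568 FPKM, and its call (adjusted p = 0.0456) was lost without any one of the BAT or eWAT libraries and without iWAT 3. The fatty acid binding protein Fabp4, the most abundant transcript, was at 23782 ± 2195 in BAT, 36254 ± 7109 in iWAT and 45371 ± 8281 FPKM in eWAT. It was lower in BAT than in eWAT (adjusted p = 0.0187), a call lost without BAT 1, BAT 3, eWAT 1 or eWAT 2. Quantile normalization gives the highest gene of every library the same value. Its log2 difference of 0.00 for Fabp4 is therefore fixed by construction and tests nothing.

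Epithelial markers were lower in BAT than in eWAT in 5 of 6 (median -1.91, camera adjusted p = 0.0146) and skeletal muscle markers in 10 of 15 with 1 higher (median -2.30, adjusted p = 0.00676), with an adjusted p of 0.314 and 0.579 with an estimated correlation. The muscle transcripts were uneven within eWAT. Tnnc2 was at 0.893, 59.6 and 44.5 FPKM in eWAT 1, 2 and 3, Pvalb at 0.631, 409 and 323, and Rpl34 at 16.4, 915 and 388, so that eWAT 1 lay near the BAT values. The calls of Pvalb, Tnnc2, Tnni2 and Rpl34 were lost without any one of the 3 BAT libraries, without eWAT 2 and without eWAT 3, and those of Tnnc2 and Tnni2 also without iWAT 3. Tpm1 was at 129, 433 and 388 FPKM in eWAT. Developmental transcription factors (8 of 23 lower, 2 higher, adjusted p = 0.0265), secreted factors (9 of 19 lower, 4 higher), interferon response genes (3 of 12 lower) and macrophage markers (2 of 4 lower), the last 3 with adjusted p = 0.0499, were also lower in BAT. With an estimated correlation their adjusted p lay between 0.314 and 0.613. The calls of these 4 lists ended with quantile normalization and without single libraries: developmental factors without BAT 2, secreted factors without eWAT 1, and the interferon and macrophage lists without any of 6 or 7 of the 9.

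In total, 3492 of the 10374 genes differed between BAT and eWAT in limma, 2094 higher in BAT and 1398 higher in eWAT, and 2568 at least 2-fold. The 2 groups did not overlap for 54.6% of genes (10% by chance). Set against eWAT 1 alone, the eWAT library of a depth like that of BAT and assumed to vary like the other groups, 1427 genes were called, 966 higher and 461 lower in BAT, and 945 and 458 of them were among the calls above. Without eWAT 1 there were 4138 calls, of which 2217 were higher in eWAT. Without a BAT library the total fell to between 2141 and 2267. Fry passed 19 of the 22 lists called by camera, and not skeletal muscle (adjusted p = 0.142), developmental factors (adjusted p = 0.106) or interferon response (adjusted p = 0.152). Subtraction of the shared background gave 845 higher and 461 lower, with 679 of the 2094 and 440 of the 1398 kept, and among genes lower in BAT 12 of 18 white adipocyte, 13 of 17 matrix and 9 of 10 muscle genes. It kept 5 of 8 Hox genes, 2 of 3 stromal and 2 of 2 macrophage markers. It kept fewer in other lists: 2 of 8 developmental, 4 of 9 secreted, 1 of 3 interferon and 1 of 5 epithelial genes. It ended the calls of Acaa2, Agpat2, Sucla2, Retn, Rpl34, Adipoq and Fabp4. Such an end may come from the spread that the subtraction adds within a group. Of the 22 list calls 11 were kept, 10 ended (both respiratory lists, mitochondrial ribosome, branched-chain amino acids, lipogenesis, glycolysis, lipolysis, peroxisome, developmental and interferon genes), and that of ATP synthase reversed by camera's direction and was not called. Camera sets a list against other genes. The median log2 difference of the ATP synthase list stayed toward BAT, as it was without subtraction (1.63).

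**Figure D3:**
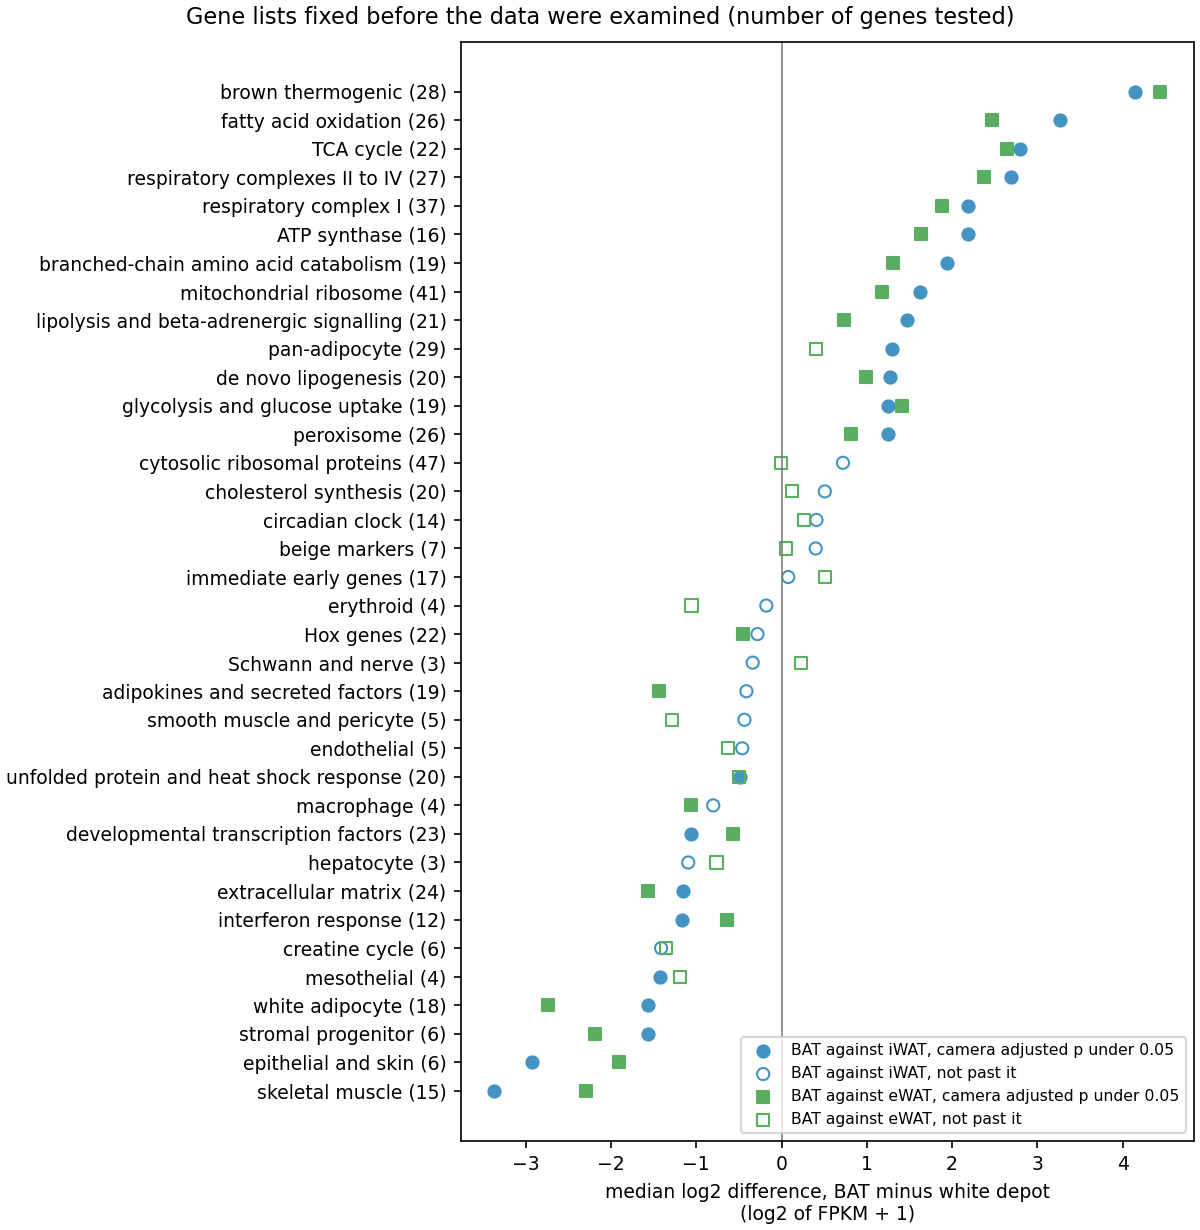
Median log2 difference of each tested gene list, BAT minus iWAT (circles) and BAT minus eWAT (squares), on log2(FPKM + 1), with filled symbols where camera's adjusted p was under 0.05 at its preset correlation and the number of tested genes in brackets. The brown thermogenic list lies highest (4.15 and 4.45) and the skeletal muscle list lowest against iWAT (-3.37), with the epithelial list next to it (-2.92).

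The 2 white depots were then compared with each other, to ask how subcutaneous and visceral fat differ. Of 28 brown thermogenic genes, 3 were called, all higher in iWAT: Cidea was at 71.7 ± 47.3 FPKM in iWAT against 6.75 ± 3.35 in eWAT (log2 difference 2.96, SE 0.58, limma adjusted p = 0.0358), Cox8b at 289 ± 97.3 against 42.7 ± 2.67 (2.67, SE 0.27, adjusted p = 0.00125) and Kcnk3 at 6.84 ± 1.91 against 1.66 ± 0.45 (1.55, SE 0.24, adjusted p = 0.014). Ucp1 was at 2.90 ± 0.58 and 2.17 ± 1.40 FPKM (adjusted p = 0.413). Adjusted over the list alone, 3 were higher and 2 lower in iWAT (camera adjusted p = 0.000662, and adjusted p = 0.842 with an estimated correlation). The stromal marker Ly6a was higher in iWAT (18.8 ± 2.33 against 3.29 ± 0.30 FPKM) and the glycolytic enzyme Eno1 was too (98.4 ± 54.7 against 17.7 ± 11.7).

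The 8 largest rises in iWAT were all major urinary protein genes: Mup19 at 205 ± 104 against 0.590 ± 0.354 FPKM, Mup13 at 171 ± 71.6 against 0.848 ± 1.01, and Mup12, Mup16, Mup8, Mup17 and Mup9 by 5.65 to 6.56 log2 units. Mup10 was at 57.9, 13.0 and 13.5 FPKM in iWAT and listed at 0 in all 3 eWAT libraries, and such 0s may be missing estimates. These genes are near-identical copies that share reads, so that their separate values are uncertain and they count as 1 observation.

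Higher in eWAT were Agt (124 ± 35.4 against 10.2 ± 9.76 FPKM), Timp4 (325 ± 57.2 against 33.6 ± 23.3), the proteoglycan Dcn (53.8 ± 38.1 against 4.03 ± 1.99), the proton pump subunit Atp6v0e2 (46.1 ± 8.77 against 4.71 ± 3.60), complement C6 (14.5 ± 10.5 against 0.496 ± 0.241), glutathione transferase Gsta3 (187 ± 31.3 against 26.0 ± 12.7), thrombomodulin Thbd (29.8 ± 10.2 against 4.11 ± 2.95) and the lipopolysaccharide-binding protein Lbp (17.6 ± 2.98 against 2.07 ± 1.61). White adipocyte genes were higher in eWAT in 5 of 18 and lower in none (12 adjusted over the list alone, camera adjusted p = 0.000295, and adjusted p = 0.842 with an estimated correlation), among them Npr3, Cav1 and Cav2. Lep was at 50.5 ± 23.0 and 160 ± 16.9 FPKM (adjusted p = 0.051, and 0.0493 with the replicate number as a block) and Retn at 2644 ± 1120 and 5877 ± 1290 (adjusted p = 0.11). Pparg was at 37.1 ± 13.2 and 84.0 ± 21.4 FPKM (adjusted p = 0.0855, and 0.0351 with the block). Of 22 Hox genes, 5 were higher in eWAT and 1 in iWAT (camera adjusted p = 0.13), with Hoxb5 differing by -2.24 and Hoxa5 by -2.02. Camera also passed skeletal muscle (median 1.73, none of 15 members called) and developmental transcription factors (0.67, none of 23) toward iWAT, and the mitochondrial ribosome (-0.51, none of 41) and pan-adipocyte (-0.59, none of 29) lists toward eWAT. Immediate early genes passed toward iWAT (0.64, adjusted p = 0.0202), and branched-chain amino acid catabolism (-0.60, adjusted p = 0.0215), peroxisome (-0.45, adjusted p = 0.0328) and ATP synthase genes (-0.61, adjusted p = 0.0369) toward eWAT, with no member called. All 8 had an adjusted p = 0.842 with an estimated correlation, and fry passed none of the 10 lists called by camera in this comparison (smallest adjusted p = 0.154). With the block 3 more lists passed: extracellular matrix (-0.52, adjusted p = 0.0443, against 0.13 without it) and complex I (-0.47, adjusted p = 0.039, against 0.0811) toward eWAT and interferon response (0.43, adjusted p = 0.0495, against 0.0721) toward iWAT. With an estimated correlation, without the block, their adjusted p was 0.892, 0.9 and 0.842. The epithelial list was not called (none of 6 members called, camera adjusted p = 0.279 without the block). Its median of 1.01 toward iWAT was larger than those of the developmental, immediate early and interferon lists.

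In total, 180 genes were called between iWAT and eWAT, 24 higher in iWAT and 156 higher in eWAT, and 174 at least 2-fold, with 22.7% of genes not overlapping (10% by chance). The median gene lay at -0.18, and with median-ratio scaling the split was 32 to 81 and with quantile normalization 42 to 99. The count changed with single libraries: it was 24 without eWAT 1, the only deep white library, 61 without eWAT 2, 15 without eWAT 3, 3315 without iWAT 1, 65 and 52 without iWAT 2 and 3, and 79 to 82 without a BAT library. Subtraction of the shared background gave 52 higher in iWAT and 159 higher in eWAT, with 16 of the 24 and 79 of the 156 kept. It ended the calls of Cidea, Cox8b, Kcnk3, Eno1, Gsta3, Npr3, Cav1, Cav2 and Hoxa5, and those of 6 of the 10 lists (white adipocyte, pan-adipocyte, mitochondrial ribosome, branched-chain amino acids, peroxisome and ATP synthase). Cox8b, Hoxb5, Ly6a, Atp6v0e2 and the Mup genes other than Mup10 were called without each of the 9 libraries in turn, Timp4, Dcn, Lbp and Mup10 without each but eWAT 3, and the other genes named here lost their calls without 2 or more of them.

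Genes higher in 1 depot than in both others numbered 2006 for BAT, 18 for iWAT and 109 for eWAT. Independent lists of those sizes would share 723, 5.5 and 21.0 genes. In 20 simulations of unchanged groups no gene was called in both comparisons, and equally long lists of the top-ranked genes shared 1335, 20.1 and 96.8, since each pair of comparisons uses the same libraries. The counts of enriched genes moved with single libraries left out: from 1281 to 2415 for BAT, 10 to 396 for iWAT and 3 to 625 for eWAT. Subtraction of the shared background gave 794, 46 and 122, and each pair of depots fitted alone gave 2484, 12 and 17. Of the 18 iWAT genes, 9 were Mup copies, with Ly6a and Hoxa10 (6.927, 3.199 and 3.125 FPKM in iWAT, 0, 0.182 and 0.128 in BAT and 0.531, 0 and 0.719 in eWAT) among the rest. The eWAT genes began with Agt, Timp4 and Dcn.

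Of the fixed core genes, 4 were below the expression filter. Tbx15 was at 2.65, 0.72 and 0.77 FPKM in iWAT and at most at 0.28 elsewhere, Lhx8 was at 0.80, 0.81 and 1.18 in BAT, at 1.98, 0.34 and 0.20 in iWAT and listed at 0 in eWAT, Wt1 stayed at or below 1.33, and Tcf21 was listed at 0 in 8 of 9 libraries.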

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

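The subtraction of a shared background and the fit without eWAT 2 and 3 were chosen after the data had been seen, and the other alternatives before. Of 154 called results of named genes, 108 kept direction and call under every alternative in which they were tested, and of 54 called lists 21 did. Some results were not tested in some alternatives, such as those without a BAT library. The 2-fold minimum and the fit without eWAT 2 and 3 did not enter these counts. With 2.92 to 4.66 M reads in iWAT, low genes there rest on few reads. Except where fewer genes or libraries entered a fit, the cause was not tested.

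For genes called between iWAT and eWAT (180, 24 higher in iWAT and 156 in eWAT, and 109 eWAT-enriched), a pseudocount of 0.1 gave 90, with 71 higher in eWAT and 45 enriched. No filter gave 93, 69 and 53, median-ratio scaling 113, 81 and 67, and each pair alone 33 (13 and 20) and 17. Quantile normalization gave 42 and 99, with 30 iWAT-enriched genes. A mean of at least 5 FPKM, which leaves 5934 genes, gave 79, 63 and 45, with 11 iWAT-enriched, 3783 genes for BAT against iWAT (1374 higher in iWAT) and 2244 for BAT against eWAT (844 higher in eWAT). Camera's lists for iWAT against eWAT, 10 in the analysis reported, were 6 with this filter and 6 with median-ratio scaling. Array weights, whose estimation stopped before converging, gave 1970 (79 and 1891), 58 iWAT-enriched and 542 eWAT-enriched genes, and 6625 for BAT against eWAT (3527 higher in eWAT).

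The background subtraction, sized by the epithelial list (whose own markers it therefore does not test), by its construction takes most from the shallow libraries and so raises BAT. It takes the largest background that leaves no value negative, so its counts do not measure the background present. It gave 459 genes higher in iWAT than in BAT, 1306 for BAT against eWAT (845 and 461), 52 higher in iWAT than in eWAT, 794 BAT-enriched and 46 iWAT-enriched genes, and 13 lists for BAT against eWAT. It reversed Fabp4, BAT against iWAT (4.73), Ppargc1a, BAT against iWAT (1.95), Tap1, BAT against iWAT (0.40), Ebf2, iWAT against eWAT (-0.06), Hoxc9, iWAT against eWAT (-0.06) and Ppargc1a, iWAT against eWAT (-0.09), and the ATP synthase list for BAT against eWAT (by camera's direction only, with a median of 1.98 still toward BAT). It ended further calls: Agt, Hspa1a, Irx3, Myc, Plin1, Pparg, Prdm16 and Retn for BAT against iWAT, 18 genes including Retn, Fabp4 and Ndufa10 for BAT against eWAT, and 9 including Cidea and Cox8b for iWAT against eWAT. Of lists called, 11 of 22, 11 of 22 and 4 of 10 kept their calls. Without eWAT 2 and 3, where the lone eWAT library is assumed to vary like the other groups, BAT against eWAT gave 1427 (966 and 461). Other reversals were of genes not called: Adipoq, BAT against iWAT, with median-ratio scaling (-0.21) and quantile normalization (-0.69), Plin1, BAT against eWAT, with quantile normalization (-0.37), and with array weights Zic1, BAT against eWAT (-0.24), and Ebf2, iWAT against eWAT (-0.14).

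Leaving out 1 library in turn, calls ran from 4289 to 6829 for BAT against iWAT (2711 to 4190 higher in BAT, 1578 to 2639 in iWAT), from 2141 to 4422 for BAT against eWAT (1329 to 2576, and 784 to 2217) and from 15 to 3315 for iWAT against eWAT (11 to 456, and 4 to 2859). Enriched genes ran from 1281 to 2415 (BAT), 10 to 396 (iWAT) and 3 to 625 (eWAT), and lists from 21 to 23, 18 to 22 and 6 to 15. Log2 differences of genes not called changed sign: Adipoq, BAT against iWAT (-0.47 to 0.65), Ppargc1a, BAT against iWAT (-0.59 to 0.28), Plin1, BAT against eWAT (-0.06 to 0.27), Zic1, BAT against eWAT (-0.47 to 0.50), Hoxc9, iWAT against eWAT (-0.10 to 0.24), Ucp1, iWAT against eWAT (-0.02 to 0.70) and Ebf2, iWAT against eWAT (-0.08 to 0.15).

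With the replicate number as a block, 6080, 3625 and 221 genes were called. Deviations from the group mean correlated at -0.324, -0.225 and 0.121 between BAT and iWAT libraries of the same number and at -0.388, -0.202 and 0.103 between BAT and eWAT, not all over 0.1, so these share only a number. In no pair of depots did every library correlate best with its own number, and eWAT 3 did so with iWAT 2 (0.228). There the block ended the calls of Prdm16, BAT against iWAT, Hoxc10, BAT against eWAT, and the Hox list, BAT against eWAT. For iWAT against eWAT the numbers pair the samples only by the rule of 0.1, and number 1 is the deepest library of both. There the block added Lep, Pparg and the extracellular matrix, interferon response and complex I lists. The block changed no other call of a named gene or list.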

Other observations

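All tests of explanations in this part were chosen after the results had been seen, except the splits of the samples. The genes Pank1, Adck3 and Pim1, named because of their values, lie outside the fixed lists and were among the genes higher in BAT than in both white depots. Pank1, a pantothenate kinase of coenzyme A synthesis, was at 100.0 ± 12.9 FPKM in BAT, 1.62 ± 0.64 in iWAT and 1.11 ± 0.43 in eWAT (mean ± SD, n = 3). Adck3, a kinase-like protein of coenzyme Q synthesis, was at 203.6 ± 12.0, 5.43 ± 2.30 and 5.11 ± 0.64 FPKM, and the kinase Pim1 at 73.0 ± 20.02, 1.55 ± 1.30 and 1.48 ± 0.49.

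Several fixed lists had members moving in both directions between BAT and iWAT and were not called by camera. Immediate early genes had 3 of 17 higher and 4 lower in BAT (camera adjusted p = 0.58), with the nuclear receptor Nr4a1 at 139.8 ± 28.5 against 15.7 ± 9.86 FPKM and Myc at 1.76 ± 0.41 against 13.6 ± 11.7. Cholesterol synthesis had 6 of 20 higher and 1 lower, with Insig1 at 1.82 and Fdft1 at 1.91 log2 units, the clock list 2 of 14 higher and 2 lower, and the beige list 3 of 7 higher and 2 lower, with P2rx5 at 3.51. Secreted factors had 4 of 19 higher and 5 lower, the creatine list 1 of 6 higher and 3 lower (5 adjusted over the list alone), and cytosolic ribosomal proteins 23 of 47 higher and 10 lower. Macrophage (0 higher, 2 lower of 4), smooth muscle (1 and 2 of 5), hepatocyte (1 and 2 of 3), Schwann and nerve (1 and 0 of 3), endothelial (0 of 5) and erythroid (0 of 4) markers were not called either.

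The 2378 genes lower in BAT than in iWAT were compared with depth, because every iWAT library was shallower than every BAT library. Within groups their median slope of log2(FPKM + 1) on log2(1/depth) was 0.46, against 0.06 in genes not called. Of 36 rearrangements of depths that keep the pairs of iWAT and eWAT, 4 reached that difference of 0.40 (11.1%). These pairs come from the values and may themselves follow depth, so that share is uncertain. Reads of a common source, for which FPKM falls as depth grows, may be part of the cause, and neither they nor a depot difference alone can be excluded. Whether common reads are the whole cause was examined in 1612 set members with a mean of at least 5 FPKM in iWAT. Of these, 52 (3.23%), among them Nnat, lay over 2 times each BAT library in each iWAT library and ran against depth. In them iWAT 1 was over 1.5 times iWAT 2 and 3, and eWAT 1 was over 2 times each BAT library. These genes were picked by such values and no count expected by chance was made, so they do not decide this for the set. Of the 1612, 1244 had their lowest iWAT value in iWAT 1, the deepest. For the 3583 genes higher in BAT the median slope was -0.08 over all 9 libraries. Within iWAT alone it was -0.81, against 0.84 in genes lower in BAT and -0.14 in genes not called. Genes higher in BAT thus also varied with depth within iWAT, being lower in the shallower libraries. The cause was not tested.

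Skeletal muscle transcripts (13 members lower in BAT than in iWAT) were higher in iWAT 1 to 3 and eWAT 2 and 3 than in BAT 1 to 3 and eWAT 1 for 13 of 13 members. In eWAT the difference of libraries 2 and 3 from library 1, part of the pattern as it was chosen, was at least 1.56 log2 units in each member, and a depot difference for iWAT stays open. Common reads diluted by depth stay open. The median of that difference was 2.87 and the largest member of the epithelial list had 1.90, but the smallest muscle member had 1.56. The comparison rests on 1 library, eWAT 1. It also takes the epithelial list as the measure of common reads, which was not tested. Muscle RNA in these 5 libraries may be a source and stays open: the spread of the members between iWAT 2 and iWAT 1 (SD 1.19) was close to that of 2094 genes called in neither comparison of iWAT (1.04), and the labels name neither a batch nor the tagged cells. The most abundant marker tested, Pvalb, was at 556 to 959 FPKM in iWAT.

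Cidea and Cox8b were higher in iWAT than in eWAT, and BAT tissue or reads within the iWAT libraries were tested as a cause. Ucp1 in iWAT allows at most 0.107% of BAT, while the differences of Cidea and Cox8b would need 1.47% and 1.85%, which argues against it. A difference between the depots stays open as untested.

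The 6 libraries of a comparison can be split in 10 ways, too few for a share under 0.05. In each comparison 1 of the 10 splits, the real one, reached its own count: 5961 genes for BAT against iWAT with 0 as the highest other split, 3492 with 1 for BAT against eWAT, and 180 with 3 for iWAT against eWAT. In the last, where the numbers pair the samples only by the rule stated above, 4 splits part all 3 pairs. The other 3 of these called 0 genes, while the 6 splits that part 1 pair called 0 to 3.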
